A study of Homo sapiens with 6 samples. Its data were reported in "Altered chromatin landscape and enhancer engagement underlie transcriptional dysregulation in MED12 mutant uterine leiomyomas" (2020).

How the data were processed

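Gene expression was measured by RNA sequencing in HUtSMC, primary smooth muscle cells from the muscular wall of the human uterus, grown in culture. There were 6 libraries in 2 groups of 3. In the AP-1-depleted group, Cas9 complexed with guide RNAs against JUN, JUNB, JUND, FOS and FOSB had been electroporated into the cells, and in the negative control group a control guide had been used. AP-1 is a family of transcription factors that bind DNA as pairs of JUN, FOS and related proteins. Each sample was placed in its group, and given its replicate number, by its label alone.

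The authors made stranded, paired-end libraries from polyadenylated RNA with the KAPA mRNA HyperPrep kit and sequenced them on a NextSeq 500. The authors aligned the reads with STAR 2.5.3a to the GRCh38 assembly with the Ensembl 90 annotation. They then obtained the deposited count of read pairs per gene with featureCounts (Subread 1.5.0), over exons and in the reverse-stranded sense, so that antisense genes were kept apart. One whole-series table was also deposited. Its per-sample signal columns hold the count divided by 1 size factor per library, as the authors' DESeq2 1.18.1 gave it, and the ratio of these columns to the counts was constant within each library. Its log2 fold changes, as deposited, are of AP-1-depleted over negative control and shrunken towards 0. Its p-value columns hold the Wald p-value and the Benjamini-Hochberg adjusted p-value that the authors computed. No per-sample column was left unused.

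Each count file listed 58302 genes, none of the entries lacked a gene name (0), and 29795 genes had a count in any library. Total counts per library ran from 19608374 to 23199994. Genes with enough counts by edgeR's filterByExpr at its default settings were tested, which left 14573 genes, of which 12483 were protein-coding. Library sizes were scaled by the trimmed mean of M values (TMM). The comparison was fitted with the edgeR 4.0.16 quasi-likelihood method (glmQLFit with the robust option, then glmQLFTest) in R 4.3.3 with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. Genes with an adjusted p under 0.01 were called. The study states this level for its comparison of tissues and none for these libraries, so counts at 0.05 are given beside it. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic as the absolute log2 fold change divided by the square root of F. Values per library are TMM-scaled CPM, the share of a library's counts on a common scale, and errors on means are the SD over 3 libraries. No exact test on 3 against 3 libraries can give a two-sided p below 0.1, so single genes were tested only in models fitted across all genes. PCR copies were not removed by molecular identifiers, so counting error is a lower limit on the error of a count.

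The test was run first on simulated data, in which counts for the real genes were drawn with the spread of the real libraries and 200 genes were changed by known amounts. Of these, edgeR recovered 158 (79%) at 0.01 with 3 false calls among 14379 genes tested, and 171 (85.5%) at 0.05 with 12 false calls. The DESeq2 Wald test recovered 178 (89%) of them at 0.01 with 24 false calls among 14573 genes. The gene set test called the simulated set that had been changed and 0 of 20 random sets. All changed genes had a mean of at least 50 counts. Genes were drawn independently of each other, and no simulated library departed from its group at many genes together. The simulation therefore cannot show how the set test behaves on correlated genes, or how the gene tests behave with such a library.

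Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 11 sets and a threshold of 0.05. Fry, a rotation test, and camera with an estimated correlation were run beside it. The sets were the collagens, AP-1 family members that were not targeted, extracellular matrix (ECM) structural genes, ECM remodelling enzymes, S phase genes, G2/M genes, p53 target genes, smooth muscle contractile genes, textbook AP-1 target genes, immediate early genes without the targeted ones, and interferon-stimulated genes. They were written from general knowledge. Some share members: 8 of the 20 textbook AP-1 target genes are also ECM remodelling enzymes. A list of 11 genes named by the study holds 2 ECM structural genes other than collagens, 2 collagens and 1 remodelling enzyme. The study names these genes from tissue, and H19 from these libraries as well. A list of 30 genes of sterol and fatty acid synthesis was written after the values of SCD and FADS2 had been seen and excludes both. Of these, 29 were tested.

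Principal components were computed from the 500 most variable genes on log2 CPM with a prior count of 2. Genes named in the text were chosen by a rule: the 5 largest rises and 5 largest falls among called genes with a mean of at least 50 counts and no overlap between groups, all targeted genes, other AP-1 family members and genes named by the study, and the 3 members with the smallest adjusted p of each called set. Of the genes this rule gives, 2 are not reported here. Genes named outside this rule are said to be so. The grouping of samples, the tests, the naming rule, the gene lists other than the sterol list and most alternatives were fixed before the data were examined. The alternatives were other scalings (DESeq2 size factors, upper quartile, total count), other filters on low counts, the DESeq2 1.42.0 Wald test, a replicate block, leaving out each library in turn, other set tests and other gene numbers for the principal components. Added later were edgeR without the robust option, its likelihood ratio test, limma-voom with and without sample weights, DESeq2 with each library left out in turn, and offsets for GC content and gene length, which were known for 99.3% of tested genes.

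Gene symbols came from the deposited table, and coordinates from the GENCODE 44 annotation of GRCh38. The positions of the guide targets were found by matching each 20-base target to both strands of GRCh38 with 0 mismatches and requiring a neighbouring NGG motif, which Cas9 needs. Figures were drawn with matplotlib 3.10.9. Nothing in the libraries was used to set a label, and no sample was left out of the comparison as reported.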

Results

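Messenger RNA was measured in 6 libraries of HUtSMC, 3 labelled AP-1-depleted and 3 labelled negative control. The comparison asked which genes depend on AP-1 in myometrial cells, and in particular whether genes of the ECM do. Total counts were 20442121, 22192855 and 19608374 in AP-1-depleted replicates 1, 2 and 3, and 22143808, 23199994 and 22879988 in negative control replicates 1, 2 and 3. The 50 most abundant genes took from 18.7% to 22.7% of the counts of a library. Mitochondrial genes took 6.81% in negative control replicate 1 and from 2.91% to 5.38% in the other libraries.

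The replicates were compared before they were averaged. Negative control replicates 2 and 3 were the closest pair, with a biological coefficient of variation of 0.0501 over 11706 genes. The other replicate pairs within a group ran from 0.109 to 0.220, and pairs across groups from 0.198 to 0.304. Within the negative control group, the 2 pairs that hold replicate 1 had values of 0.220 and 0.218. Even the closest pair differed by more than counting noise, with a mean chi-square of 8.56 per gene, as 1 library deposited under both labels would not. The labels do not say whether the libraries of a group came from separate cultures, and each library was counted as a separate sample as labelled.

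The first principal component of the 500 most variable genes held 64.3% of the variance and separated the groups. The AP-1-depleted libraries scored from 14.4 to 26.8 on it and the negative control libraries from -28.3 to -14.2. The setting that moved this share most was the use of all tested genes, with 51.1%, and PC1 separated the groups in all 11 settings tried. The second component held 21.1%. On it, negative control replicate 1 scored 18.5, while negative control replicates 2 and 3 scored -13.4 and -13.5.

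**Figure D1:**
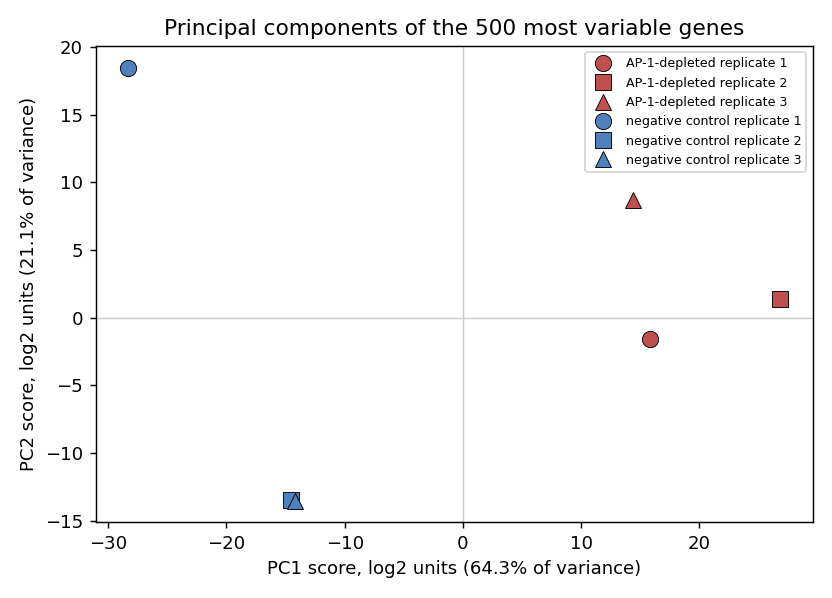
Scores of the 6 libraries on the first and second principal components of the 500 most variable genes (log2 CPM); each point is 1 library, red for AP-1-depleted and blue for negative control. The groups separate along the horizontal axis, and negative control replicate 1 lies apart from negative control replicates 2 and 3 on the vertical axis, at 18.5 against -13.4 and -13.5.

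The targeted genes were examined first. The guides were matched to GRCh38, where each had 1 perfect site with the motif Cas9 needs, inside a coding exon of its gene. The JUN target lay on chromosome 1 at 58782991 to 58783010, in the gene's only exon, with 6.3% of the coding sequence before the cut. The JUNB target lay on chromosome 19 at 12791804 to 12791823, also in the only exon, with 4.7% before the cut. The JUND target lay on chromosome 19 at 18281139 to 18281158, in the only exon, with 31.6% before the cut. The FOS target lay on chromosome 14 at 75278994 to 75279013, in exon 1 of 4, with 2.5% before the cut. The FOSB target lay on chromosome 19 at 45470781 to 45470800, in exon 2 of 4, with 29.1% before the cut. Cuts in coding exons change the protein and need not remove the mRNA, so the mRNA level is an incomplete check of the labels.

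The mRNA of the targeted genes did not separate the groups. JUN (ENSG00000177606) had 155, 202 and 215 CPM in the libraries labelled AP-1-depleted and 452, 109 and 110 CPM in those labelled negative control. Its log2 fold change was -0.23 ± 0.55 (SE, n = 3 per group) with an edgeR adjusted p of 0.822. JUNB (ENSG00000171223) had 42.6, 71.9 and 89.2 CPM against 345, 74.1 and 76.5 CPM. JUND (ENSG00000130522) had 41.5, 56.4 and 85.5 CPM against 124, 67.2 and 67 CPM. FOS (ENSG00000170345) had 7.89, 14.1 and 11.6 CPM against 489, 8.98 and 7.46 CPM, and FOSB (ENSG00000125740) had 4.94, 17.6 and 6.71 CPM against 224, 4.78 and 4.69 CPM. The log2 fold changes of JUNB, JUND, FOS and FOSB were -1.28 ± 0.64, -0.50 ± 0.33, -3.91 ± 1.61 and -2.99 ± 1.52, with edgeR adjusted p of 0.245, 0.381, 0.175 and 0.253. For none of the 5 genes did all 3 AP-1-depleted libraries lie below all 3 negative control libraries. Of the 5, 0 passed the threshold over all genes and 0 passed when adjusted over the list alone, and 1 had an unadjusted p under 0.05. One library decided these values: without negative control replicate 1, the log2 fold change of JUN was 0.79 (adjusted p 0.0135, with 0.0135 to 0.949 over its settings, higher in 3 of 3 AP-1-depleted libraries than in both remaining controls), and those of FOS and FOSB were 0.44 ± 0.24 and 1.04 ± 0.61, neither beyond 2 SE from 0. The fit without negative control replicate 1 kept only the closest pair of controls, so the spread it estimates may be too small. The study reports a check of editing by decomposing sequence traces, and describes depletion of the JUN family as incomplete. No measure of editing per library was used here. The mRNA of the targeted genes neither follows the labels nor has to, so the labels were taken as given. Every direction below is of the libraries labelled AP-1-depleted against those labelled negative control.

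**Figure D2:**
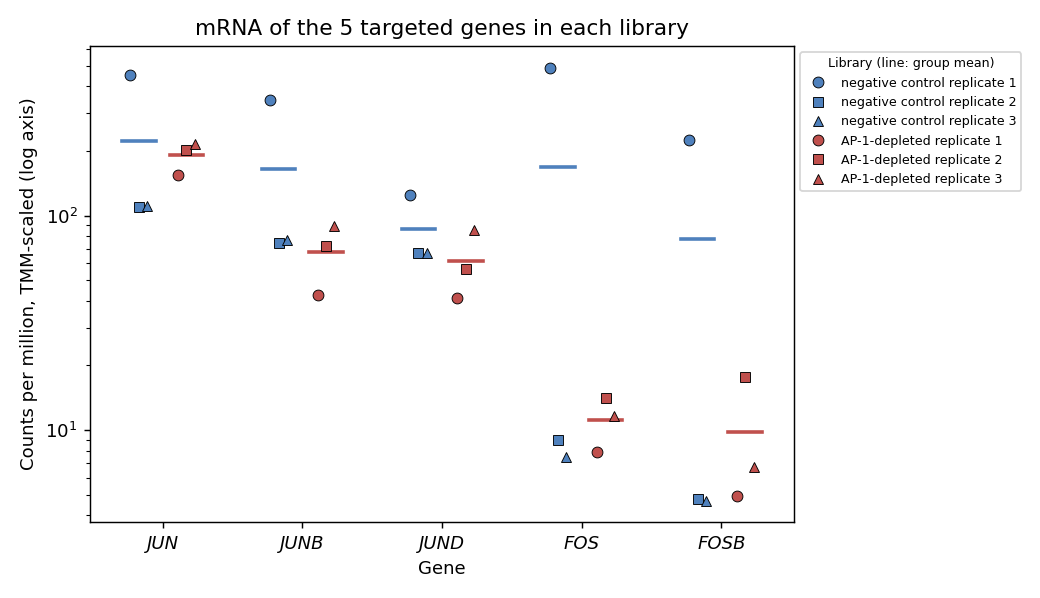
TMM-scaled CPM (log axis) of the 5 targeted genes in each library, with a line at each group mean; shapes mark the replicate number. Negative control replicate 1 has the highest value for each gene, at 489 CPM for FOS against 8.98 and 7.46 CPM in negative control replicates 2 and 3.

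Among AP-1 family members that were not targeted, 11 were listed and 10 tested, since BATF had 0 counts. With edgeR none passed the threshold over all genes (0) or adjusted over the list alone (0), and 3 had an unadjusted p under 0.05. The DESeq2 Wald test called 1 of them, FOSL1, with an adjusted p of 0.00724. FOSL1 had a log2 fold change of 1.02 ± 0.32 with an edgeR adjusted p of 0.0971, and was higher in 3 of 3 AP-1-depleted libraries than in each control. BATF2 and ATF2 were lower in 3 of 3, with log2 fold changes of -1.06 and -0.26 and adjusted p of 0.0960 and 0.138. The other 7 tested members (FOSL2, BATF3, ATF3, ATF4, ATF6, ATF7 and JDP2) had log2 fold changes from -1.26 to 0.17.

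Across all 14573 tested genes, 8 had an edgeR adjusted p under 0.01, 6 higher and 2 lower in AP-1-depleted, and 7 of them changed more than 2-fold. At 0.05 there were 1008 genes, 566 higher and 442 lower, of which 404 changed more than 2-fold. An unadjusted p under 0.05 was seen for 3957 genes (27.2%). The groups did not overlap at 4997 genes (34.3%), where chance gives 10%. The count at 0.01 moved most with DESeq2 without negative control replicate 1, which called 1420 genes, and with all 6 libraries most with limma-voom with sample weights, which called 1277. The library that moved it most was negative control replicate 1, without which edgeR called 488 genes at 0.01 and 1960 at 0.05. Fits without it keep only the closest pair of controls. If that pair shared a culture, their spread is too small and their counts of genes too high.

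The 8 genes were all outside the AP-1 family, and 7 of them are described here. CPA4 (ENSG00000128510, chromosome 7, 130293134 to 130324180) rose from 3.09 ± 0.349 to 20.8 ± 4.47 CPM (SD, n = 3), a log2 fold change of 2.75 ± 0.20 with an adjusted p of 0.00544. PNMA2 (ENSG00000240694, chromosome 8, 26504701 to 26514092) rose from 4.20 ± 0.430 to 18.7 ± 3.10 CPM, a log2 fold change of 2.16 ± 0.17. TNFSF15 (ENSG00000181634, chromosome 9, 114784652 to 114806039) rose from 10.5 ± 1.21 to 36 ± 4.03 CPM, a log2 fold change of 1.77 ± 0.13. SLC29A1 (ENSG00000112759, chromosome 6, 44219553 to 44234142) rose from 8.44 ± 0.733 to 27.4 ± 3.89 CPM, a log2 fold change of 1.70 ± 0.14. LDHA (ENSG00000134333, chromosome 11, 18394560 to 18408425) rose from 555 ± 34.6 to 1437 ± 143 CPM, a log2 fold change of 1.37 ± 0.12. EZR (ENSG00000092820, chromosome 6, 158765741 to 158819368) rose from 136 ± 2.29 to 255 ± 9.56 CPM, a log2 fold change of 0.91 ± 0.08. IGFBP6 (ENSG00000167779, chromosome 12, 53097436 to 53102345) fell from 226 ± 12.9 to 95.2 ± 5.09 CPM, a log2 fold change of -1.25 ± 0.09. The adjusted p-values of these 7 lay between 0.00544 and 0.00825, and each gene moved the stated way in 3 of 3 AP-1-depleted libraries relative to every control. LDHA has processed pseudogenes, and the counting could have split its reads with them. Of the 8, 4 remained called without AP-1-depleted replicate 1, 8 without negative control replicate 1, and 0 in each fit that left out 1 of the other 4 libraries, with their directions unchanged in all 6 fits.

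**Figure D3:**
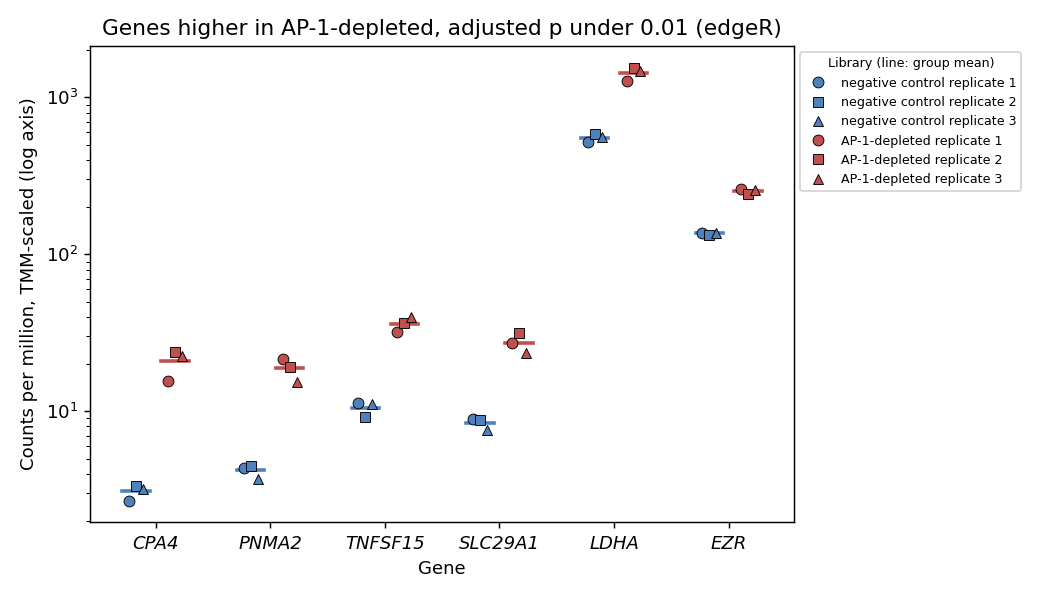
TMM-scaled CPM (log axis) of the 6 genes that were higher in AP-1-depleted with an edgeR adjusted p under 0.01, with a line at each group mean; each point is 1 library. For all 6 genes the groups do not overlap, and the widest separation is that of CPA4, at 20.8 against 3.09 CPM on average.

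**Figure D4:**
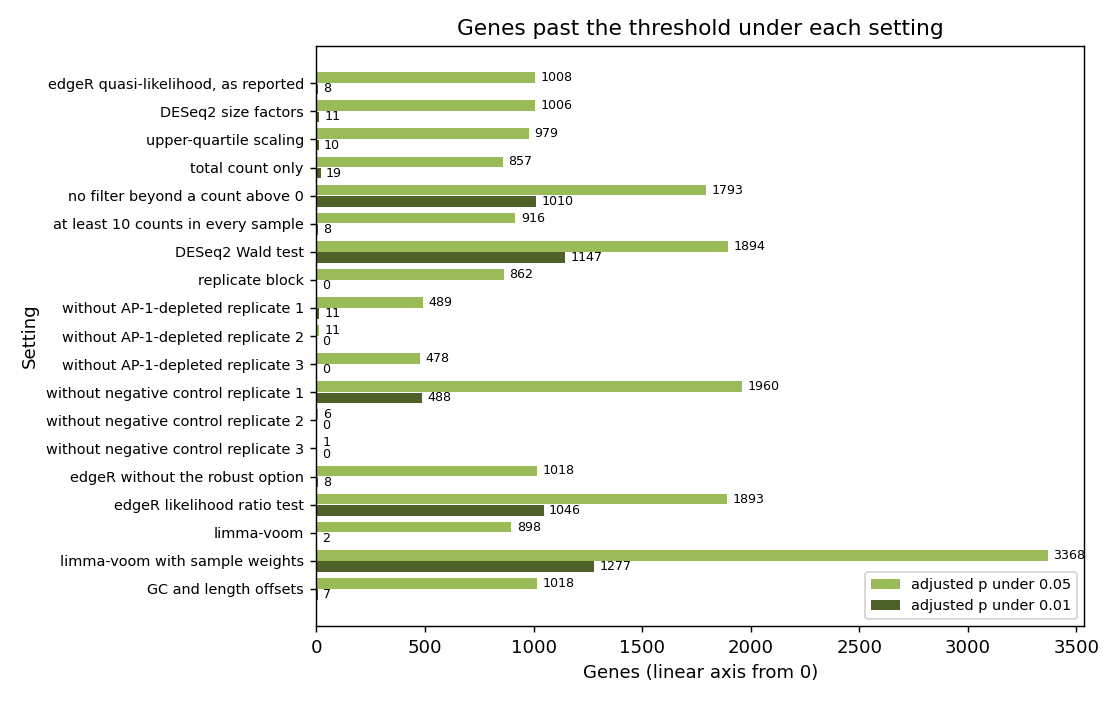
Number of genes with an adjusted p under 0.05 (light) and under 0.01 (dark) under each setting other than DESeq2 with 1 library left out, on a linear axis from 0. At 0.01 the counts run from 0 in 5 settings to 1277 with limma-voom with sample weights, and 488 genes are called without negative control replicate 1.

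The authors' deposited table, made with DESeq2, holds 1147 genes with an adjusted p under 0.01 (681 higher, 466 lower) and 1894 under 0.05 (1069 higher, 825 lower). The current DESeq2 run on the deposited counts gave 1894 genes at 0.05, and all 1894 were also past 0.05 in the authors' deposited table. The 8 genes called by edgeR were among the 1147, with the same direction in 8 of 8. At 0.05, 996 genes were shared, all 996 with the same direction, and 12 of the edgeR calls had no adjusted p under 0.05 in the authors' deposited table. Across tested genes, which are not independent replicates, the log2 fold changes of edgeR and of the authors' deposited table had a Pearson correlation of 0.91. A fold change without a p-value is given there for 7 genes, FABP3, HES1, FADS2, SCD, NR4A1, FOS and FOSB, and all 7 were highest in negative control replicate 1. These 7 were named after their values were seen.

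The study named 11 genes for their part in the ECM or in DNA methylation. Of these, 0 passed 0.01 and 3 passed 0.05 over all genes, and 7 had an unadjusted p under 0.05. Adjusted over the list alone, 3 passed 0.01 and 5 passed 0.05, which for H19 is not independent evidence because the study names it for these libraries too. EFEMP1 had a log2 fold change of 2.03 ± 0.38 with an edgeR adjusted p of 0.0333 and was higher in 3 of 3 AP-1-depleted libraries than in each control. DNMT1 had 0.58 ± 0.13 (adjusted p 0.0428), also higher in 3 of 3. H19 had 5.15 ± 1.003 (adjusted p 0.036), also higher in 3 of 3, but rested on 7, 3 and 6 counts in the negative control libraries and on 26, 299 and 209 counts in the AP-1-depleted libraries. These 3 calls at 0.05 depended on which libraries were kept. When 1 library was left out, the adjusted p of EFEMP1 ran from 0.00465 to 0.112 and that of H19 from 0.00325 to 0.122, each under 0.05 in 1 of 6 fits (without AP-1-depleted replicate 1), and that of DNMT1 from 0.0338 to 0.131, under 0.05 in 1 of 6 (without negative control replicate 1). With no filter on low counts EFEMP1 had 0.132, H19 0.145 and DNMT1 0.000326. With the replicate block EFEMP1 had 0.0542, with limma-voom EFEMP1 had 0.0515 and H19 0.128, and with total-count scaling DNMT1 had 0.0564. Other tests gave smaller values. The DESeq2 Wald test gave 1.83e-07 for EFEMP1, 2.21e-05 for H19 and 0.00348 for DNMT1. In the same order, the edgeR likelihood ratio test gave 1.01e-05, 2.89e-06 and 0.00475, and limma-voom with sample weights 0.00343, 0.025 and 0.00825. COL6A3 (-0.72 ± 0.24, adjusted p 0.102) and DNMT3A (-0.53 ± 0.17, adjusted p 0.0983) were lower in 3 of 3 and in the comparison as reported passed 0.05 over the list alone but not over all genes. Over all genes, COL6A3 had an adjusted p of 0.0147 with the DESeq2 Wald test, 0.0302 with the edgeR likelihood ratio test, 0.0115 with limma-voom with sample weights, 0.0259 with the replicate block and 0.0379 without negative control replicate 1, and from 0.114 to 0.255 without any 1 of the other libraries. DNMT3A had 0.0351 with no filter on low counts and 0.0398 with limma-voom with sample weights, and from 0.0794 to 0.260 when 1 library was left out. COL12A1 (-0.53) and TET1 (-0.72) were lower in 3 of 3 without passing either way, with adjusted p of 0.162 and 0.157. The groups overlapped for FN1 (-0.33), ADAM19 (0.09), ETS2 (-0.10) and TET3 (-0.36).

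Of 32 collagen genes tested, 0 were called at 0.01 and 19 had an unadjusted p under 0.05, 17 of them lower. At 0.05, 8 were called, 7 lower and 1 higher, and 25 of the 32 were lower at any p. When 1 library was left out, the count at 0.05 ran from 0 (without AP-1-depleted replicate 2, or negative control replicate 2 or 3) to 12 (without negative control replicate 1), and was 4 without AP-1-depleted replicate 1 or 3. With the DESeq2 Wald test 11 collagen genes were called at 0.01, and without negative control replicate 1 edgeR called 2.

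Of the 11 gene sets, camera with a preset correlation called 9 at an adjusted p under 0.05, and fry and camera with an estimated correlation called none (0 each). The estimated correlation gave 0 sets with an unadjusted p under 0.05. With fry, 3 sets had an unadjusted p under 0.05, those of S phase, G2/M and collagen genes. The camera calls therefore rest on the preset correlation, while the estimated correlation was 0.735 for S phase and 0.871 for G2/M genes. S phase genes had a median log2 fold change of 0.91, with 42 of 43 higher (camera adjusted p 1.2e-32, fry 0.0938). G2/M genes had 0.81, with 53 of 54 higher (camera adjusted p 4.7e-24, fry 0.143). The S phase median was above every control in 3 of 3 AP-1-depleted libraries, at 1.23, 0.75 and 0.72 relative to the control mean, against 0.20 in negative control replicate 1. For G2/M genes the values were 1.10, 0.68 and 0.80, against 0.50 in negative control replicate 1 and -0.29 and -0.20 in replicates 2 and 3. Collagens had a median of -0.54 (camera adjusted p 5.7e-06, fry 0.143) and were lower in 3 of 3 libraries, at -0.97, -0.28 and -0.34. Without AP-1-depleted replicate 1 the collagen median was -0.30. ECM structural genes (-0.29), ECM remodelling enzymes (-0.28) and p53 target genes (-0.17) were lower, and each had a camera adjusted p of 0.0123. Without AP-1-depleted replicate 1 these had adjusted p of 0.584, 0.151 and 0.0658. Relative to the control mean, ECM structural genes had -0.61, -0.17 and -0.07 in the AP-1-depleted libraries, against -0.10 in negative control replicate 1. Remodelling enzymes had -0.33, -0.06 and -0.08, against -0.15 in that control, so the groups overlapped for both sets. For p53 targets the values were -0.24, -0.06 and -0.13, below every control. The gap was narrow, with AP-1-depleted replicate 2 at -0.057 and negative control replicate 3 at -0.049. Without negative control replicate 1 the p53 set had a camera adjusted p of 0.0593. Contractile genes were higher (0.37, adjusted p 0.0123) in 2 of 3 AP-1-depleted libraries. Textbook AP-1 target genes were higher (0.40, adjusted p 0.0262) and the immediate early genes were lower (-0.35, adjusted p 0.0211), and without negative control replicate 1 these medians were 0.10 and 0.10, with neither set called. Other AP-1 family members (-0.13) and interferon-stimulated genes (-0.25) were not called, with adjusted p of 0.619 and 0.320.

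**Figure D5:**
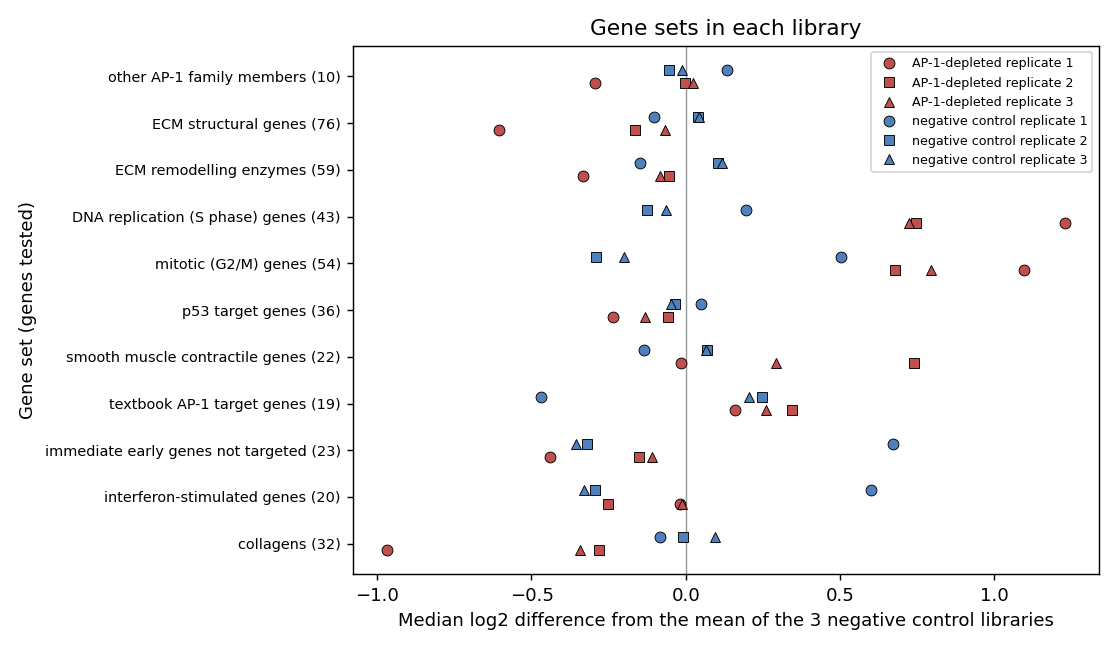
Median log2 difference of each gene set from the mean of the 3 negative control libraries, with 1 point per library and the number of genes tested in brackets. The 3 AP-1-depleted libraries lie above all controls for S phase and G2/M genes and below all controls for collagens, and negative control replicate 1 lies at 0.67 for immediate early genes.

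The set members with the smallest adjusted p were RRM2 (1.37), CDC6 (1.45) and ATAD2 (0.97) for S phase, HJURP (1.21), AURKA (1.13) and AURKB (1.20) for G2/M, and COL22A1 (-1.08), COL14A1 (-1.74) and COL6A2 (-1.06) for collagens, where the values are log2 fold changes. They were IGFBP6, IGFBP2 (2.34) and NID2 (-0.76) for ECM structural genes, and PCOLCE2 (1.59), MMP2 (-0.91) and CTSK (-1.20) for remodelling enzymes. For p53 targets they were SPATA18 (-0.83), TP53INP1 (-1.13) and ZMAT3 (-0.49), and for contractile genes SMTN (0.61) and MYH11 (4.20). For textbook AP-1 targets they were EZR, KRT18 (1.5) and HBEGF (1.20), and for immediate early genes NR4A2 (-1.63), EGR3 (-1.47) and NR4A3 (-2.39). MYH11 rested on 12, 4 and 4 counts in the negative control libraries. The groups did not overlap for any of these genes.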

Values the study reported

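The study reported that 1894 genes were differentially expressed in HUtSMC after AP-1 depletion.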

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

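Among the tests in this part, edgeR without the robust option, its likelihood ratio test, limma-voom with and without sample weights, DESeq2 with 1 library left out, the GC and length offsets and the alternatives at 0.05 were chosen only after the result was seen.

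The number of genes past 0.01, 8 as reported, stayed within 1.5 times of that value with DESeq2 size factors (11), upper-quartile scaling (10), at least 10 counts in every library (8), edgeR without the robust option (8) and the GC and length offsets (7). With DESeq2 size factors 4 genes were lower in place of 2. Scaling by total count alone gave 19 genes, 13 higher and 6 lower, with 16 past 2-fold, and testing protein-coding genes only gave 23, 11 higher and 12 lower. The share of higher genes was 75% as reported and 63.6% with DESeq2 size factors, a shift over few genes. At 0.05 it was 56.1% as reported and 57.4% with those size factors. With all 6 libraries it ran at 0.05 from 53.5% (no filter on low counts) to 66% (replicate block). It was 68.5% without AP-1-depleted replicate 1 and 52.7% without AP-1-depleted replicate 3. With no filter on low counts, 1010 genes passed, 574 higher and 436 lower, with 351 past 2-fold. That fit had a prior of 67 degrees of freedom for the spread of a gene, against 3.52 as reported, since genes near 0 counts entered the estimate. The DESeq2 Wald test gave 1147 genes, 681 higher and 466 lower, with 505 past 2-fold. The edgeR likelihood ratio test gave 1046, limma-voom 2, and limma-voom with sample weights 1277. At an adjusted p under 0.05 in place of 0.01, 1008 genes passed, 566 higher and 442 lower, with 404 past 2-fold. All 8 genes kept their direction in each of these settings.

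Leaving out 1 library at a time gave from 0 genes (without AP-1-depleted replicate 2 or 3, or negative control replicate 2 or 3) to 488 genes (without negative control replicate 1). Those 488 were 295 higher and 193 lower, with 276 past 2-fold, and rest on the closest pair of libraries as the only controls. The fits with 0 calls had from 2817 to 3766 genes with an unadjusted p under 0.05. With DESeq2 the counts at 0.01 were 785, 533 and 982 without AP-1-depleted replicates 1, 2 and 3, and 1420, 598 and 591 without negative control replicates 1, 2 and 3. At 0.05 the counts of edgeR ran from 1 gene without negative control replicate 3 to 1960 without negative control replicate 1, against 1008 as reported. Of the other fits that left out 1 library, edgeR gave 489, 11 and 478 genes without AP-1-depleted replicates 1, 2 and 3. It gave 6 without negative control replicate 2. The other counts at 0.05 beyond 1.5 times were 1793 with no filter, 1894 with DESeq2, 1893 with the likelihood ratio test and 3368 with sample weights. DESeq2 gave 1679 without AP-1-depleted replicate 3 and 2257 without negative control replicate 1. The sample weights were 0.258 for negative control replicate 1, 0.541 for AP-1-depleted replicate 1 and from 0.973 to 2.20 for the other libraries.

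The 6 libraries can be split into 3 and 3 in 10 ways, and the real split was 1 of them, so a share below 0.1 cannot arise. Only 1 of the 10 splits, the real one, gave as many as 8 genes past 0.01 with edgeR, 1 of the 10 gave as many as 1008 past 0.05, and 1 of the 10 gave as many as 1894 past 0.05 with DESeq2. The other splits gave 0 genes with edgeR at either level and at most 43 with DESeq2 at 0.05. For gene sets, 2 of the 10 splits gave as many as 9 calls by camera, and the other splits gave from 5 to 9, whereas fry called 0 in all 10. Calls of camera with the preset correlation thus say little about the groups in these libraries.

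The replicate numbers did not pair the samples: the deviations of same-numbered libraries from their group means correlated at 0.03, 0.26 and -0.20 across genes. With the replicate block, 0 genes passed 0.01 (0 higher, 0 lower, 0 past 2-fold), 862 passed 0.05 and 3840 had an unadjusted p under 0.05. Under the block the adjusted p was 0.0737 for ECM structural genes and 0.0563 for immediate early genes, and the log2 fold change of JUN was 0.14 (adjusted p 0.899).

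None of the 5 targeted genes passed 0.01 in any planned setting (0), and 1 had an unadjusted p under 0.05 in the comparison as reported. Among other AP-1 members, DESeq2 called 1, FOSL1, at an adjusted p of 0.00724. Among the genes named by the study, 1 was called with no filter, 3 with DESeq2, and from 0 to 2 when 1 library was left out (2 without AP-1-depleted replicate 1). Collagen calls were 5 with no filter, 11 with DESeq2 and from 0 to 2 when 1 library was left out (2 without negative control replicate 1). The number of calls shared with the authors' deposited table was 996 at 0.05 in both.

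Directions reversed as follows. JUN ran from -0.56 to 0.79 across the 6 fits that each left out 1 library, FOS from -4.48 to 0.44, FOSB from -3.74 to 1.04, BATF3 from -0.54 to 0.08 and ATF3 from -1.71 to 0.56, and each was positive only without negative control replicate 1. JDP2 ran from -0.42 to 0.25 (positive without AP-1-depleted replicate 1), and ATF4 from -0.16 to 0.17 (negative without AP-1-depleted replicate 3 or negative control replicate 3). ADAM19 ran from -0.14 to 0.27 (negative without negative control replicate 1 or AP-1-depleted replicate 2). With all 6 libraries, JUN was also positive with the replicate block (0.14), limma-voom (0.10) and limma-voom with sample weights (0.72, adjusted p 0.0864). With sample weights FOS (0.20), FOSB (0.85), ATF3 (0.42) and JDP2 (0.04) were positive as well, and ADAM19 was negative (-0.02). Adjusted p-values of JUN over all its settings ran from 0.0135 to 0.949.

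The gene set calls numbered 9 with camera as reported, 0 with fry and 0 with an estimated correlation. With 1 library left out, camera calls ran from 5 (without replicate 1 of either group) to 10 (without negative control replicate 2 or 3). With fry, the adjusted p was 0.0938 for S phase genes, 0.143 for G2/M genes and collagens, 0.175 for p53 targets, 0.361 for ECM structural genes, and 0.277 for remodelling enzymes, contractile genes, textbook AP-1 targets and immediate early genes. With the estimated correlation it was 0.616 for ECM structural genes and 0.503 for the other 8. Across the fits that left out 1 library, the camera adjusted p ran from 0.000759 to 0.584 for ECM structural genes, 0.0012 to 0.151 for remodelling enzymes and 0.00239 to 0.0658 for p53 targets, with the upper end in each without AP-1-depleted replicate 1. It ran from 7.35e-06 to 0.172 for contractile genes, 0.00805 to 0.312 for textbook AP-1 targets and 0.00137 to 0.17 for immediate early genes, with the upper end in each without negative control replicate 1. Interferon-stimulated genes ran from 0.0375 (without negative control replicate 3) to 0.531, and other AP-1 members from 0.414 (without negative control replicate 2) to 0.985. The direction of camera reversed for ECM structural genes at 0.584 (without AP-1-depleted replicate 1) and, without negative control replicate 1, for textbook AP-1 targets at 0.312, interferon-stimulated genes at 0.172 and other AP-1 members at 0.985. None of these was called in the reversed direction. S phase, G2/M and collagen genes were called by camera in all 6 fits.

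The share of PC1 was 51.1% with all tested genes and 56.6% with the 2000 most variable, against 64.3% with 500, and ran from 55.1% (without AP-1-depleted replicate 2) to 75% (without negative control replicate 1). Apart from the prior of the unfiltered fit and the smaller number of libraries, the cause was not tested for the changes in this part.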

Other observations

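The tests of an immediate early response, of lasting AP-1 activity and of the sterol programme were chosen only after the result was seen. So were those of depth and of GC content or gene length bias for the immediate early genes and for SCD and FADS2. The tests of growth state, of the spread added by negative control replicate 1, of the quasi-likelihood allowance and of mRNA loss were also chosen then. The same holds for those of shared culture, of JUN and FOSL1 against chance and of the position of libraries between the groups.

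At 0.01, edgeR called 8 genes here and DESeq2 called 1147. At 0.05, edgeR called 1008 genes and DESeq2 1894. The number quoted from the study above equals the count under 0.05 in the authors' deposited table, 1894. The edgeR count at 0.05 is lower than that number.

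Negative control replicate 1 lay between the groups at genes that separate the other libraries. For each library in turn, the 200 genes with the smallest p in the fit of the other 5 libraries were taken, and the left-out library was placed between the group means, at 0 for its own group and 1 for the other. Negative control replicate 1 had a median position of 0.511 and was nearer its own group at 48.5% of the genes. Negative control replicates 2 and 3 were nearer their own group at 97% and 99%, and AP-1-depleted replicates 1, 2 and 3 at 75.5%, 98% and 82%. High values for negative control replicates 2 and 3 follow in part from the design, since each was set against a group that holds the other. For negative control replicate 1, the 200 genes were picked with negative control replicates 2 and 3 as the only controls. That favours genes particular to this close pair. GC and length correction left the share of negative control replicate 1 at 48.5%, which argues against GC content or gene length bias. Thinning every library to the smallest total gave 50.5% against 96.5% and 99% in the other controls, which argues against depth. A mix of cells of both groups with no other change would put the library between the groups at all genes. Over 11706 genes with a mean of at least 50 counts, it lay more than 2-fold outside all other libraries at 225 genes, against 0 to 36 in each of the others. Its biological coefficient of variation to AP-1-depleted replicates 1, 2 and 3 was 0.293, 0.304 and 0.240, for each of these libraries above the values of negative control replicates 2 and 3, which ran from 0.198 to 0.242 over the 3, and its PC1 score of -28.3 was farther from the AP-1-depleted libraries than the -14.5 and -14.2 of those controls. These values argue against such a mix as the whole difference. A mix beside another change of that culture would put the 200 genes near 1 fraction. The interquartile range of its positions on a linear scale was 0.516, within the 0.222 to 0.705 of the other libraries, so this part cannot be told apart from ordinary scatter. At the 200 genes, culture conditions that negative control replicate 1 shared with the AP-1-depleted cells may also give a median of 0.511, and cannot be told apart from an effect of the guides, since no label gives a culture batch. At such genes part of the difference between the AP-1-depleted libraries and negative control replicates 2 and 3 was thus present between control libraries.

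As a set, though not each of them, immediate early genes were high in negative control replicate 1. EGR1, DUSP1, IER2 and NR4A1, chosen after their values were seen, had 1010, 286, 192 and 129 CPM in it, against at most 228, 123, 63.9 and 16 CPM in any other library. The median of the 23 immediate early genes that were not targeted was 1.01 above the mean of negative control replicates 2 and 3, with 15 of 23 higher. It was 0.67 above the mean of the whole control group. NR4A2 and NR4A3 went the other way. In negative control replicates 1, 2 and 3, NR4A2 had 11.27, 15.35 and 14.7 CPM, and NR4A3 had 4.51, 24.72 and 26.19 CPM. After GC and length correction the median was 0.999, and 0.26 or less in the other libraries, which argues against GC content or gene length bias. With every library thinned to the smallest total it was 1.04, and 0.24 or less in the others, which argues against depth. The 50 most abundant genes took 21.6% of its counts, within the range of the other libraries, which argues against a few genes taking the counts. It was nearer the other controls at 55.9% of the 488 genes called without it. An AP-1-depleted library under a wrong label would be so at few genes (2% to 24.5% of 200 genes in the AP-1-depleted libraries), which argues against a swapped label. Textbook AP-1 target genes had a median of -0.70 in that library, relative to negative control replicates 2 and 3. That list was higher in AP-1-depleted (0.40, and 0.10 without negative control replicate 1), so it is not shown to follow AP-1 in these cells, and lasting AP-1 activity in that culture cannot be told apart from its absence. An immediate early response at harvest could also give the median of 1.01, but that value is the pattern itself. No separate test of it was made, so it cannot be told apart from other causes.

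The lower mean mRNA of the targeted genes rests on the same library. Without it, the lower of the log2 fold changes of FOS and FOSB was 0.44, with an SE of 0.24 (FOS), and the other was 1.04 with an SE of 0.61 (FOSB). For JUNB the value was -0.15 with an SE of 0.31. None lay beyond 2 SE from 0. The FOS and FOSB values were above 0, opposite in direction to a loss, so they show no loss of mRNA from edited alleles. For JUNB, whose value was below 0, a modest loss cannot be told apart from none.

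JUN and FOSL1 mRNA were higher in the AP-1-depleted libraries than in negative control replicates 2 and 3. Without negative control replicate 1, the edgeR adjusted p was 0.0135 for JUN (log2 fold change 0.79, higher in 3 of 3 libraries), within 0.0135 to 0.949 over its settings. The controls of that fit are the closest pair of libraries and may not be separate cultures, so this p may be too small. For FOSL1 it was 0.193 (0.81, higher in 3 of 3), so a chance difference cannot be told apart from a real one at this number of libraries. With GC and length offsets the smaller of the log2 fold changes was 0.81, which argues against GC content or gene length bias. With negative control replicate 1 included, the log2 fold change of JUN was -0.23 as reported, 0.14 with the replicate block, 0.10 with limma-voom and 0.72 with limma-voom with sample weights (adjusted p 0.0864), so its direction depended on that library and on the method.

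SCD and FADS2 were high in negative control replicate 1 and in AP-1-depleted replicate 3, with 1060 and 656 CPM for SCD against at most 114 CPM in the other libraries. They were chosen after their values were seen. Of 29 other genes of sterol and fatty acid synthesis, 28 in each of these libraries were above the mean of the other libraries of its group. On that scale the medians were 1.08 and 0.62. The other 4 libraries had medians of -0.27 or lower, which follows from a scale set by the rest of the group when 1 of its libraries is high. The lower of the 2 medians was 0.60 after GC and length correction and 0.63 with every library thinned to the smallest total. These values argue against depth and against GC content or gene length bias. They could come from a lipid synthesis programme that follows neither the labels nor the replicate numbers. Medium, serum or cell density could give it. None of these is recorded per library, and no biological explanation tied to the groups was tested.

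S phase and G2/M genes were higher in the AP-1-depleted libraries. The S phase median was 1.05 without negative control replicate 1, 0.87 with GC and length offsets and 0.93 after thinning to equal totals. These values argue against that library, GC content or gene length bias, and depth as the source. The gap between the lowest AP-1-depleted and the highest negative control library was 0.53. A different growth state at harvest may account for it as well as the loss of AP-1, and the 2 cannot be told apart, because confluence per culture is not recorded. Negative control replicate 1 lay above the other controls in G2/M genes, at 0.50 against -0.29 and -0.20.

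DESeq2 called more genes than the edgeR quasi-likelihood test. The edgeR likelihood ratio test, which takes the spread of each gene as known, called 1046 genes with all 6 libraries, in line with the allowance of the quasi-likelihood test for uncertain spread as a reason. Without negative control replicate 1 the quasi-likelihood test called 488 genes at 0.01 and DESeq2 1420, so a gap remained, and the share of the spread this library adds cannot be told apart from that of the test. The fit without the robust option still called 8, which argues against robust estimation. On simulated counts with the spread of the real genes, but with genes drawn independently, DESeq2 made 24 false calls at 0.01 and edgeR 3.

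Negative control replicates 2 and 3 were closer to each other than any other pair. Their mean chi-square of 8.56 per gene argues against a single library deposited under both labels. Cells of 1 culture or 1 preparation could give a coefficient of variation of 0.0501, and this cannot be told apart from chance similarity, since the labels do not say how cultures were split. If they shared a culture, the negative control group would hold fewer than 3 independent cultures.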
